# Vericiguat reduces atrial fibrillation recurrence by alleviating myocardial fibrosis via the TGF-β1/Smad2/3 pathway

**DOI:** 10.1371/journal.pone.0328272

**Published:** 2025-07-18

**Authors:** XiaoLin Sun, Yawen Sheng, Pei Xu, Qian Peng, Zhongbao Ruan

## Abstract

Atrial fibrillation (AF) and heart failure (HF) are mutually reinforcing, and the prognosis for both diseases is poor. Vericiguat is the first oral soluble guanylate cyclase (sGC) stimulator to be approved for the treatment of symptomatic, ejection fraction-reduced chronic heart failure (HFrEF) in adults. It exerts a general therapeutic effect on cardiovascular diseases, with a particular efficacy in the treatment of HF. However, it remains uncertain whether vericiguat exerts a therapeutic effect on atrial fibrillation. The objective of this study was to investigate the potential mechanism of vericiguat in the treatment of atrial fibrillation. A retrospective analysis was conducted to investigate the effects of vericiguat on patients with heart failure and paroxysmal AF. Furthermore, the effects of vericiguat on AF and the degree of myocardial fibrosis in rat AF models and cells were observed. It was found that vericiguat may control the recurrenceof AF in clinical studies and can control the fibrosis of AF rats in vivo and in vitro experiments. RNA-Seq sequencing revealed that the TGF-β1/Smad pathway in cells treated with vericiguat was significantly enriched. In vitro validation demonstrated that the anti-fibrotic effect of Vericiguat was weakened by the TGF-β1/Smad pathway when Protein Kinase G (PKG) was knocked down. The findings indicate that vericiguat may inhibit myocardial fibroblast activation and collagen synthesis via the TGF-β1/Smad pathway, thereby exerting a controlling effect on the recurrence of atrial fibrillation.

## Introduction

Atrial fibrillation (AF) is a recurrent arrhythmia commonly found in adults over the age of 20, with a prevalence rate of approximately 3% [1]. It is a cardiovascular disease with a high incidence rate, high mortality rate and high medical costs. The risk of stroke in patients with atrial fibrillation is fivefold that of individuals without the condition. Moreover, patients with atrial fibrillation may experience atrial enlargement, which can ultimately lead to heart failure (HF) and significantly impact their quality of life. The primary research focus in the field of atrial fibrillation pathogenesis is structural remodeling. Structural remodeling is characterized by three main features: increased atrial volume, ultrastructural changes in myocardial cells, and atrial muscle fibrosis [2,3]. The degree of atrial tissue fibrosis is the most significant feature of atrial remodeling [4,5]. Fibrosis causes extracellular matrix (ECM) deposition surrounding myocardial cells, changes in fibroblast proliferation and phenotypes that lead to alterations in ECM synthesis and degradation. The interactions between structural restructuring and electrical remodeling are believed to be responsible for the triggering and maintenance of AF [6]. HF is a common manifestation of cardiac dysfunction. It is caused by long-term ventricular overload, which leads to cardiac circulatory dysfunction [7–9]. The population at greatest risk of developing HF is the elderly. Once the condition has developed, it is difficult to recover. If it further develops, it can lead to complications such as AF and arrhythmia. HF complicated by AF can lead to a decrease in cardiac ejection function, further exacerbating the condition of HF [3,10]. The precipitating factors for HF and AF are partially analogous, thereby rendering these two diseases interactive. Consequently, there is an urgent necessity to identify a pharmaceutical agent that can treat both HF and AF.

Vericiguat is a novel anti-heart failure drug that is an oral soluble guanosine monophosphate (sGC). It enhances the cyclic guanosine monophosphate (cGMP) pathway by directly stimulating soluble guanosine cyclase, without relying on nitric oxide. In addition, vericiguat enhances the sensitivity of soluble guanylate cyclase to endogenous nitric oxide by stabilizing the nitric oxide binding site [11,12]. Previous studies have demonstrated that the NO-sGC-cGMP axis represents a pivotal signaling pathway regulating the cardiovascular system. Additionally, promoting cGMP has been shown to reduce vascular smooth muscle migration by inhibiting the TGF-β1/Smad signaling pathway [13,14]. While, the TGF-β1/Smad signaling pathway represents the most significant pathway in the context of fibrosis. Additional research has demonstrated that sGC agonists can attenuate glomerulosclerosis, renal and hepatic fibrosis, and skin fibrosis to varying degrees [15]. However, it remains uncertain whether vericiguat exerts a therapeutic effect on atrial fibrillation. The objective was to ascertain whether vericiguat could mitigate myocardial fibrosis in patients with AF, thereby reducing the likelihood of AF recurrence and elucidating the underlying mechanism.

## Materials and methods

### Patient selection,Vericiguat therapy and collected data

This retrospective study included patients who received vericiguat between 01/09/2021 and 01/11/2022. In the event that patients with HFrEF and paroxysmal AF experience a deterioration in their symptoms of HF subsequent to the administration of guideline-guided medication, the attending cardiologist will determine whether to use vericiguat treatment. The dose titration of vericiguat was conducted in accordance with the manufacturer-recommended regimen. Vericiguat was initiated at a dosage of 2.5 mg and subsequently increased to 10 mg. In the event that patients exhibited systolic blood pressure below 90 mmHg or presented with hypotensive symptoms, including dizziness and lightheadedness, the dose up-titration was postponed.

Baseline characteristics, including laboratory, echocardiographic, and medication data, were collected for all subjects. Several laboratory data, were also obtained 6 (±2) months after the initiation of vericiguat. This study was conducted in accordance with the “Declaration of Helsinki” and was previously approved by the local institutional review board (number KY 2022-018-01). The requirement for written informed consent was waived due to the retrospective nature of the study and the opt-out methodology employed.

### Animals

A total of 20 healthy Wistar rats (male, 220–250 g) were obtained from Yangzhou University and were randomly assigned to three individual experiments, with three rats being used in each experiment. The rats were provided with standard care in accordance with a 12-hour dark/light cycle (25°C with an atmosphere of 60% relative humidity) and were permitted free access to food and water. Prior to the commencement of the experiment, the rats were subjected to a seven-day period of adaptive feeding. The health and behavior of the animals were observed on a daily basis until death. All procedures involving the care and use of animals were conducted in accordance with the guidelines set forth by the Animal Research: Reporting of In Vivo Experiments (ARRIVE) initiative and were approved by the animal care guidelines of the Laboratory Animal Management and Experimental Animal Ethics Committee of Yangzhou University (approval no. 202303545). All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering. All rats were anesthetized with 20% sodium urethane (0.2 g/ml; 1.0 g/kg intraperitoneal injection) and subsequently sacrificed by cervical dislocation. Animal mortality was verified by ascertaining cardiac and respiratory arrest.

### Rat model of AF and fibrosis assessment

Rats were divided into three groups: the control group (blank group), AF group and vericiguat group (AF group treatment with vericiguat). The rat model of AF was induced by Ach (66 μg/mL; Solarbio Science & Technology Co., Ltd)-CaCl_2_ (50 mg/mL; Solarbio Science & Technology Co., Ltd) at a dose of 0.1 mL/100 g via tail vein injection for 28 days [16]. Two criteria were used to evaluate the successful establishment of the AF model: 1) changes in the electrocardiogram and 2) assessment of pathological fibrosis of the left atrium. Four days after the establishment of the AF model, vericiguat (0.5 mg/kg) was administered once a day via oral gavage for a period of eight weeks [17]. At the end of the study, all the rats were euthanized and their hearts were promptly collected for further study.

### Isolation and culture of cardiac fibroblasts in neonatal rats

Rat cardiac fibroblasts (CFs) were isolated from neonatal rats aged between one and three days old. The hearts were excised from the rats and divided into approximately 1 mm³ pieces. The tissues were digested with trypsin and type II collagenase. The cells were pelleted by centrifugation at 1000 rpm for 5 min. The cell pellets were resuspended in Dulbecco’s modified Eagle’s medium with 10% fetal bovine serum (FBS; Gibco), and 1% penicillin/streptomycin, plated onto a T25 flask, and incubated 37°C for 2 h. CFs were collected after differential adherence. Following the incubation period, the media was replaced with complete media, and the cells were maintained at 37°C in a humidified atmosphere containing 5% CO₂ for the duration of the experiment. CFs of the second or third passage were used in our experiments.

### Cell migration, viability, and proliferation assays

To determine the migration capacity of CFs using wound healing methods, we divided CFS into three groups. The control group was not subjected to any intervention, whereas the AngII group was treated with AngII for a period of 24 hours. The vericiguat + AngII treatment group was treated with AngII for 24 hours, after which vericiguat was administered for a further 24 hours. Inhibitor group was treated with AngII and 1umol·L-1KT5823 for 24 hours, The cells were seeded in a 6-well plate and allowed to culture overnight until they reached confluence. The cell monolayers were incised using sterile pipette tips with a 200 μL capacity, and the detached cells were removed by washing with phosphate-buffered saline. The cells were then incubated with the indicated treatments, and the wounds were imaged at 0 and 24 h using an inverted microscope (BX53F2, Olympus, Tokyo).

### Transcriptome resequencing (RNA-seq)

To explore the specific treatment mechanism of vericiguat on AF, particularly with regard to structural remodeling, we performed RNA-Seq of CFs in each experimental group (blank group, the AngII group, and the vericiguat + AngII treatment group). Bioinformatics was used to analyze and screen the possible mechanism of vericiguat treatment on myocardial fibrosis. The raw sequencing data are termed raw reads. First, the reads exhibiting low quality, joint contamination, and a high N content of an unknown base were filtered out. The filtered data were termed clean reads. The clean reads were then compared with the reference genome, and new transcript prediction, single-nucleotide polymorphism (SNP) detection, insertion-deletion (INDEL), and differential gene splicing were performed. After obtaining new transcripts, new transcripts with protein coding potential were added to the reference gene sequence to form a complete reference sequence, and the level of gene expression was calculated. Finally, for multiple samples, the differentially expressed genes (DEGs) between the different samples were detected as needed. A comprehensive cluster and functional enrichment analysis was conducted on the DEGs.

### Immunofluorescence

The growth of adherent cells was observed after 24 h through the use of immunofluorescence staining. CFs were fixed with 4% paraformaldehyde at 4°C for 30 min. Fixed cells were permeabilized with 0.1% Triton X-100 and blocked with blocking solution (2% FBS/0.1% Tween 20). Fixed cells were incubated overnight at 4°C with primary antibodies (1:200 dilution) against rat α-SMA (ab7817; Abcam plc). Cells stained with diluent only served as the negative control. After overnight incubation, cells were washed with PBS three times for 5 min each, incubated with CY3-conjugated secondary antibody (1:500; ab6939; Abcam plc) for 1 h at room temperature, and washed five times with PBS. Nuclei were stained with 4′,6-diamidino-2-phenylindole. Slides were mounted and examined using a fluorescent microscope (TE2000, Nikon, Tokyo).

### Real-time quantitative polymerase chain reaction (qRT-PCR)

Total RNA was extracted by TRIzol1 (DP424, TIANGEN) and cDNA was synthesised from sample RNA using the FastKing RT Kit (KR116, TIANGEN) following the manufacturer’s instructions. cDNA was amplified by PCR through the use of a Qiagen PCR kit according to the manufacturer’s instructions at 50°C for 30 min, 95°C for 3 min, 95°C for 15 sec and 60°C for 30 sec. α-SMA, Collagen I, Smad2, Smad3, Collagen III, TGF-β1 and Fibronectin were detected by qRT‑PCR. The 20 µl PCR amplification reaction included 2 µl cDNA, 10 µl SYBR Taq, 0.8 µl forward primer, 0.8 µl reverse primer, 0.4 µl RoxII and 6 µl double‑distilled water. Subsequently, PCR reaction was achieved on the basis of the two‑step procedure (95°C for 15 min; 95°C for 10 sec and 60°C for 32 sec) and procedure was repeated 40 times. Primers applied were shown in S1 Tables. The PCR instrument for qRT‑PCR was ABIPRISM 7500. Each experimental condition was conducted in triplicate. The relative mRNA quantities were determined using the 2^-ΔΔCq^ method.

### Western blotting

Proteins were extracted from the cells using RIPA lysis buffer containing 1%PMSF (C1055, Pulilai BioTech) to prevent protein degradation. Protein concentrations were measured using the BCA method (CW0014, CWBIO). The protein samples (10 μg/lane) were then separated using 10% SDS-PAGE and electrophoresed. After electrophoresis, the proteins were transferred to PVDF membranes. Subsequently, the membranes were blocked for 2 h at room temperature by incubation in TBST containing 5% nonfat milk. Primary antibodies against α-SMA (1:1000; ab7817; Abcam plc), Collagen I (1:1000; ab270993; Abcam plc), Smad2 (1:1000; ab280888; Abcam plc), Smad3 (1:1000; ab208182; Abcam plc), Collagen III (1:1000; ab84993; Abcam plc), TGF-β1 (1:1000; ab215715; Abcam plc), β-actin (1:1000; ab8226; Abcam plc) and Fibronectin (1:1000; ab268020; Abcam plc) were incubated overnight at 4°C. Finally, the membranes were incubated with corresponding secondary antibodies for 2 h at room temperature and detected by an ECL Chemiluminescent Substrate Reagent Kit (Thermo Fisher Scientific, Inc.).

### Histopathology

Rats heart tissues were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned at a thickness of 5 µm. H&E staining was performed to observe pathological alterations in the heart. Masson’s trichrome staining was used to examine changes in collagen deposition in left ventricular tissues. Immunohistochemistry was performed using α-SMA antibody. Random fields were selected from each section and observed under the microscope. One image of each section was acquired and analyzed by Image-Pro Plus software.

### Statistical analysis

All data were analyzed using the Prism 8.0 (GraphPad). The results are presented as the mean ± standard deviation. Statistical significance was assessed with Student’s t test or analysis of variance (ANOVA) with Tukeys post hoc test. A p-value <0.05 was considered to be statistically significant.

## Results

### Vericiguat can effectively improve cardiac function and reduce the recurrence of AF in patients with AF complicated with HF

In accordance with the established inclusion criteria, 22 patients diagnosed with paroxysmal AF with HF were included in this study. Patients were divided into two groups based on the presence or absence of vericiguat treatment: the vericiguat treatment group and the control group, with 11 cases in each group. Both groups received standardized anti-heart failure treatment. There was no statistically significant difference in the duration of paroxysmal AF, LVEF, heart rate, and medication use between the two groups (Table 1, p > 0.05). Following treatment, the therapeutic effects of the two groups were compared after 6 months. There was no significant difference in the hospitalization rate between the two groups (Table 2, p > 0.05), but HF indicators such as BNP and LVEF values were significantly improved in vericiguat treatment group (Fig 1A and 1B, p < 0.05). Notably, the recurrence rate of AF was reduced in the vericiguat group (Fig 1C, p < 0.05). Further research revealed that the myocardial fibrosis indicators, including PIIINP, MMP-2, and PICP, were significantly reduced in the vericiguat group (Fig 1D-F, p < 0.05). The two groups exhibited comparable all-cause hospitalization and all-cause mortality rates. The results demonstrated that vericiguat not only improved HF but also effectively controlled the recurrence of AF and improved myocardial fibrosis.

**Table 1:** Demographic and clinical characteristics of the patients at baseline.

Variable	Non- vericiguat (n = 11)	vericiguat (n = 11)
**Demographics**		
Age (years)	67.45 ± 11.79	64.55 ± 9.585
Male gender(%)	6(54.55)	7 (63.64)
BMI(kg/m2)	23.27 ± 1.679	23 ± 1.483
**History**		
Hypertension(%)	5/11(45.45)	5/11(45.45)
Diabetes mellitus(%)	2/11 (18.18)	3/11 (27.27)
Hypercholesterolemia(%)	3/11 (27.27)	4/11 (36.36)
History of MI(%)	1/11 (9.09)	2/11 (18.18)
Stroke(%)	2/11(18.18)	1/11 (9.09)
**Data on hospital admission**		
LA(mm)	45.45 ± 2.296	45.36 ± 2.335
LVEF(%)	39.36 ± 3.931	39.55 ± 3.725
BNP (Pg/ml)	1315 ± 344.4	1388 ± 375.1
**Myocardial fibrosis index**		
PIIINP(ng/mL)	16.27 ± 1.618	17 ± 2.366
MMP-2 (μg/L)	266.8 ± 23.6	258.6 ± 25.57
PⅠCP(ng/mL)	1.6 ± 0.2408	1.555 ± 0.2067
**Medication**		
statin(%)	4/11(36.36)	5/11(45.45)
Sacubitril/valsartan(%)	11/11(100)	11/11(100)
Beta blocker(%)	11/11(100)	11/11(100)
Diuretics(%)	11/11(100)	11/11(100)
anticoagulant drugs (%)	11/11(100)	11/11(100)
SGLT2 inhibitor(%)	9/11(81.82)	10/11(91.67)

BMI, body mass index; MI, myocardial infarction; LA, left atrial; LVEF, left ventricular ejection fraction.

**Table 2:** Study end points at 6 months.

	Non- vericiguat(n = 11)	Vericiguat(n = 11)
Comorbidity (%)		
History of stroke or TIA (%)	0(0.00)	0(0.00)
AHF (%)	2(18.1)	1(9.09)
•Cardiac death (%)	0(0.00)	0(0.00)
All-cause	1.455 ± 0.9342	0.9091 ± 0.7006
Hospitalizations	1 ± 0.2	0.8 ± 0.3

TIA, Transient Ischemic Attack; AHF, acute heart failure.

**Fig 1:**
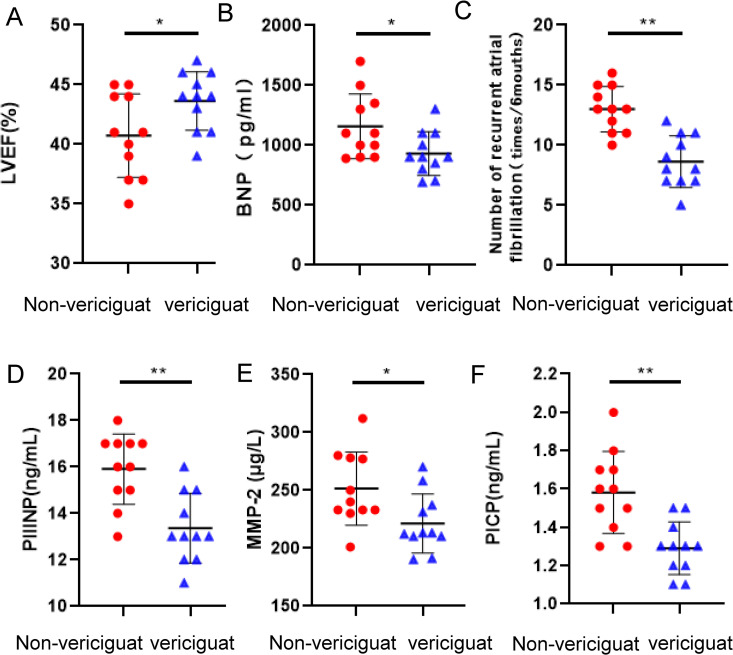
Effects of Vericiguat Treatment on patients with atrial fibrillation and heart failure. (A) LVEF, (B) Serum BNP, (C) the recurrence rate of AF (D) PIIINP, (E) MMP-2, and (F) PICP levels were shown in 22 patients at 6 months with or without vericiguat anti-heart failure therapy. * p < 0.05 and **p < 0.01.

### The in vitro confirmation of the anti-fibrotic effect of vericiguat on myocardial cells

To investigate the role of vericiguat in anti-fibrosis, we utilized Ang II to induced CFs into myofibroblasts. Subsequently, the effects of vericiguat treatment on CFs were evaluated, including their proliferation, migration, and collagen synthesis abilities. The present study revealed that, in comparison with the control group, the myocardial cGMP and PKG levels in the AngII model group were significantly reduced. In comparison with the AngII model group, the levels of myocardial cGMP and PKG protein in the AngII+ vericiguat group were significantly increased (S1 Fig). The scratch healing experiment demonstrated that treatment with Ang II facilitated the migration of CFs, which is consistent with previous studies [20], while vericiguat reversed the effect of Ang II (Fig 2A). In order to further investigate the effect of vericiguat on CFs, we evaluated the expression of myocardial fibrosis-specific genes (α-SMA, collagen I, and collagen III) in CFs using qRT-PCR and Western blot analysis. Research has demonstrated that the action of Ang II results in the upregulation of the visceral-specific contractile proteins α-SMA and collagen I in cardiac fibroblasts, accompanied by an increase in fibronectin expression. Immunofluorescence analysis revealed an increase in α-SMA expression in CFs treated with Ang II (Fig 2B). In comparison to the Ang II group, the expression of fibronectin was found to be reduced following treatment with vericiguat. Similarly, the expression of α-SMA and collagen I in CFs treated with vericiguat was diminished, and the levels were comparable to those of blank CFs. The aforementioned outcomes substantiate that vericiguat is efficacious in safeguarding CMs from oxidative stress-induced damage, reducing the expression of fibronectin, and facilitating heart repair (Fig 2C and 2D).

**Fig 2:**
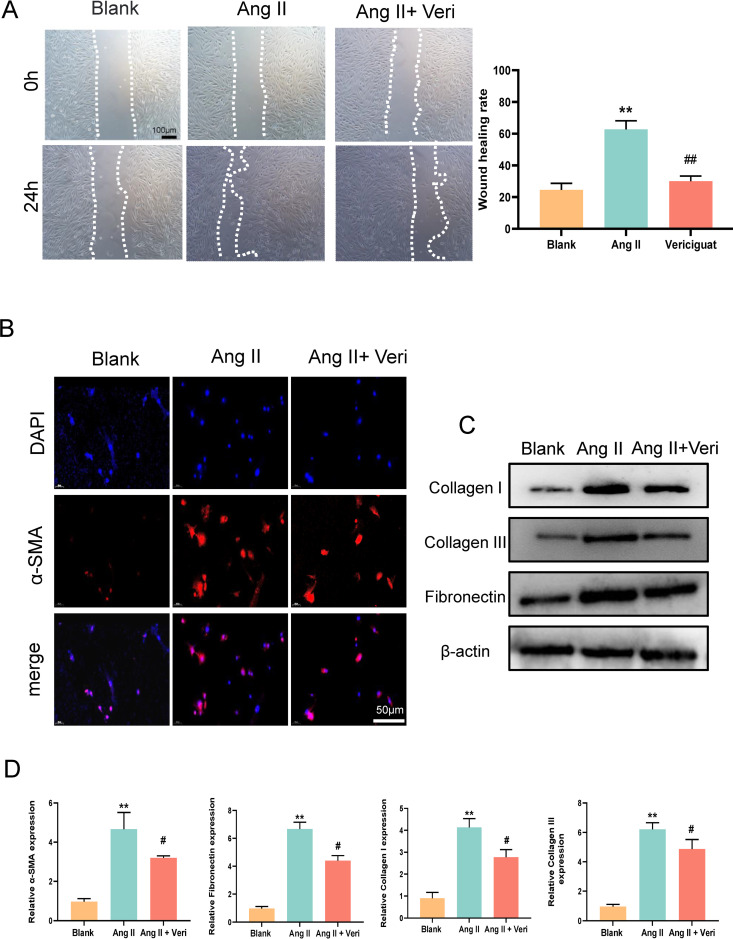
In vitro validation of the antifibrotic effect of vericiguat on cardiomyocytes. (A) Wound healing assay to detect the migratory capacity of CMs after Ang Ⅱ and vericiguat treatments. The left panel shows images of the wound area at 0h and 24h after scratching; the right panel shows the quantitative analysis of the migration rate. (B) Immunofluorescence analysis was used to evaluate the level of α-SMA in CMs after different treatments. Scale bar, 100 μm. (C) Detection of myocardial fibrosis of key proteins expression under different treatments in CMs. (D) qRT-PCR detection of mRNA changes in key genes of the myocardial fibrosis (^*^p < 0.05 versus Blank group, ^**^ p < 0.01 versus Blank group, ^#^p < 0.05 versus vericiguat group, ^##^p < 0.01 versus vericiguat group), Veri, vericiguat.

### TGF-β1/smad pathway plays a role in the process of myocardial fibrosis

In order to elucidate the molecular mechanism of reducing myocardial fibrosis and treating AF with vericiguat, transcriptome sequencing was conducted on CFs derived from the blank group, the AngII group, and the vericiguat + AngII treatment group, respectively. 

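CFs are the collagen-producing cells of the heart. Angiotensin II (AngII) is a peptide hormone that was used to activate them, and vericiguat stimulates soluble guanylate cyclase, the enzyme that makes cGMP. RNA of CFs from neonatal rats was sequenced from 9 cultures, with 3 in the blank group, 3 in the AngII group and 3 in the vericiguat + AngII treatment group. The sample labels give AngII at 0.1 µM for 72 h, and vericiguat at 1.0 µM for 24 h ahead of AngII in the treatment group. The methods text gives AngII for 24 h followed by vericiguat for 24 h in the migration assay, and no times for the sequenced cultures. The authors filtered the reads, compared them with a reference genome, added predicted coding transcripts and deposited the expression of each gene as FPKM, which scales fragment numbers by gene length and by the mapped fragments of the library. The text names neither the aligner nor the genome build. The deposited table lists 22512 genes, of which 20346 carry a LOC number. None of these numbers is a gene ID in the rat gene table of the GRCr8 assembly, while 1607 of the 2166 other names equal a rat gene symbol when upper and lower case are ignored. Genes listed only by a LOC number were therefore not assigned to a symbol, and no gene table of another species was searched.
The table gives no read counts. The smallest FPKM values of a gene are multiples of what 1 fragment is worth, and comparing them between libraries put the relative depths between 0.692 and 1.16 of that of the first blank library. The search was bounded to ratios within 0.7 on the log2 scale, and the estimate can be off by a factor of 2 in a library. The treated libraries are tied to the others by only 133 genes, and without the bound their relative depth could be lower by a factor of 2.99. Summed FPKM was 1482075 to 1655542 (median 1558792) in the blank group and 1610787 to 1829348 (median 1823301) in the AngII group. In the vericiguat + AngII treatment group it was 779225 to 899261 (median 886985). The 13 entries named KEF51_p01 to KEF51_p13 held 97.8% ± 0.169 (SD, n = 3) of the summed FPKM in the blank group, 97.0% ± 0.439 (SD, n = 3) in the AngII group and 49.6% ± 3.76 (SD, n = 3) in the treatment group. The 5 genes with the highest mean FPKM were all among them. The number of genes with FPKM of at least 1 was 1542, 260 and 865 in the blank libraries, 1155, 1517 and 1247 in the AngII libraries, and 11565, 11280 and 11384 in the treated libraries. At a minimum of FPKM 0.1 the group means were 4672, 6492 and 15140 genes.
Because FPKM values are not counts, DEGs were tested with limma on log2(FPKM + 1), in a single fit of all 9 libraries with moderated variances and Benjamini-Hochberg adjustment. The 10908 genes with FPKM of at least 1 in at least 3 libraries were tested. A gene was called at an absolute log2 fold change of at least 1 and an adjusted p below 0.05. The pseudocount of 1 understates the change of genes with low FPKM, and no scaling between libraries was added to the deposited values.

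**Figure D1:**
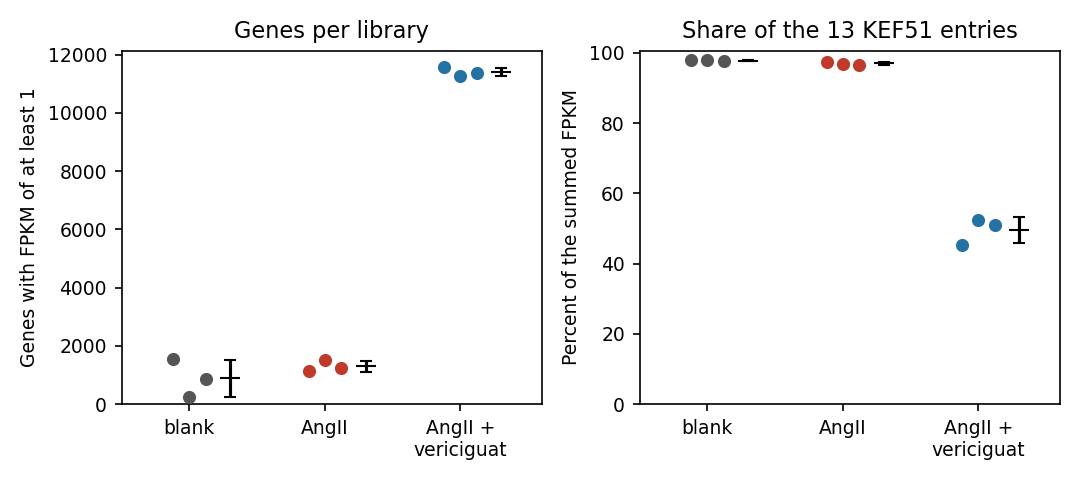
Left, the number of genes with FPKM of at least 1 in each library, and right, the percent of the summed FPKM in the 13 KEF51 entries. Points are libraries, 3 per group, and the bars beside them give the mean ± SD. The vericiguat + AngII libraries lie between 11280 and 11565 genes, and the blank and AngII libraries between 260 and 1542.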

The RNA-Seq data from this study have been submitted and archived to the NCBI Sequence Read Archive under sample accession number GSE278356. 

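Between the AngII and blank groups, 169 genes were called, 157 higher and 12 lower in the AngII group. Between the vericiguat + AngII treatment group and the AngII group, 10869 of the 10908 tested genes were called, 10858 higher and 11 lower. Between the treatment group and the blank group, 10845 genes were called, 10833 higher and 12 lower. The median log2 fold change of all tested genes was 0.06, 2.76 and 2.83 in these comparisons. The groups did not overlap for 2328 genes (21.3%), 10881 genes (99.8%) and 10876 genes (99.7%), where chance gives 10% for 3 libraries against 3. Of the tested genes, 8383 reached the FPKM minimum in all 3 treated libraries and in none of the others. With every gene above FPKM 0 in any library tested instead, 11248 and 11265 of 18281 genes were called in the comparisons with the treatment group. Of the genes lower in the treatment group, 10 of 11 against AngII and 8 of 12 against blank were KEF51 entries.
The calls depended on the scale of the libraries. After median-ratio scaling, which sets the typical gene level across libraries, the same thresholds called 915 genes for AngII against blank (563 higher, 352 lower), 454 for the treatment group against AngII (255 higher, 199 lower) and 1043 for the treatment group against blank (671 higher, 372 lower). Quantile normalization gave 802 (404 higher, 398 lower), 378 (264 higher, 114 lower) and 944 (548 higher, 396 lower). With only the AngII and blank libraries in the fit, no gene was called for AngII against blank, and 1663 genes had an unadjusted p below 0.05. Without the third blank library the number was again 0, with 993 genes at an unadjusted p below 0.05.
Among genes listed with a symbol, SLC25A4 rose most in the AngII group, from 0.641 ± 0.172 FPKM (SD, n = 3) in the blank group to 28.6 ± 5.72 (SD, n = 3). Its log2 fold change was 4.16 (standard error 0.54, adjusted p = 0.0153 from limma with Benjamini-Hochberg adjustment). ENO3 and ATP5MC1 followed with log2 fold changes of 3.47 and 3.14. GRO-A fell most, from 30.8 ± 25.9 FPKM (SD, n = 3) to 0.304 ± 0.328 (SD, n = 3), a log2 fold change of -4.13 (standard error 0.634, adjusted p = 0.0198 from limma). On the log2(FPKM + 1) scale, MYH7 rose most in the treatment group among genes listed with a symbol, to 3586 ± 792 FPKM (SD, n = 3). By the ratio of mean FPKM, TNFSF10 (477.8) exceeded MYH7 (125.5) against AngII, and SLC25A4 (1558) exceeded it (1378) against blank. Its log2 fold change was 7.24 against AngII (standard error 0.751, adjusted p = 1.51e-06 from limma) and 10.00 against blank (adjusted p = 7.07e-08 from limma). The log2 fold changes of TNFSF10 and ACTA2 against AngII were 7.11 and 7.03, and those of SLC25A4 and ANKRD1 against blank were 9.19 and 8.82. KEF51_p10 fell most in the treatment group, with log2 fold changes of -4.37 against AngII and -4.71 against blank. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, the value that each of these genes reached.

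**Figure D2:**
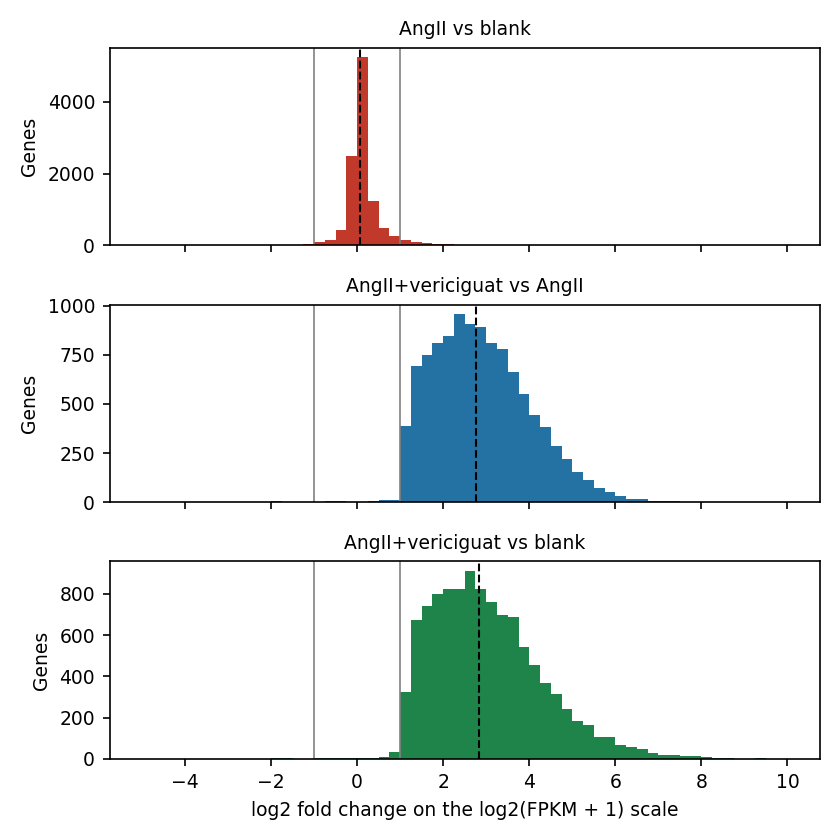
Log2 fold changes of the 10908 tested genes on the log2(FPKM + 1) scale in each comparison, with the number of genes on the vertical axis. Dashed lines mark the median of all genes, 0.06, 2.76 and 2.83 from top to bottom, and grey lines mark changes of -1 and 1.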

Gene expression analysis revealed that 6254, 8048, and 1528 differentially expressed genes were identified between each group (Fig 3A, | log2FC | ≥ 1 and p < 0.05). Following Venn analysis, 720 common differentially expressed genes were identified (Fig 3B). 

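In the deposited FPKM values, 160 genes were called in all 3 comparisons, of which 24 are listed with a gene symbol. The DEGs of AngII against blank shared 164 genes with those of the treatment group against AngII, and 165 with those of the treatment group against blank. The latter pair of comparisons shared 10825 genes. If calls in the 3 comparisons were independent, 167 common genes would be expected, since nearly every gene was called in both comparisons with the treatment group.
Directions were counted over the 164 genes called both for AngII against blank and for the treatment group against AngII. 155 were higher in the AngII group than in the blank group and higher again in the treatment group. 9 genes were lower in the AngII group and higher in the treatment group. No gene was higher in the AngII group and lower in the treatment group, and none was lower in both. With median-ratio scaling, 135 genes moved in opposite directions, 96 of them higher in the AngII group and lower in the treatment group, and with quantile normalization the numbers were 95 and 50. Both comparisons use the AngII libraries, so unchanged groups also give related values. In 50 simulations of unchanged groups, the correlation across genes between their log2 fold changes was -0.503 (median), and no gene was called in all 3 comparisons. The observed correlation across genes was 0.199, where genes are not independent replicates. The number of common genes ranged from 0 to 271 when each library was left out in turn. It was 0 without the third blank library, 2 without the first or the second treated library and 18 without the third. The genes in opposite directions ranged from 0 to 158. They numbered 158 without the second blank library, all lower in the AngII group, and 0 without the third blank library.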

Further KEGG analysis revealed that these genes were highly enriched in the TGF-β1 pathway (Fig 3C), indicating a high correlation between the TGF-β1 pathway and the pathogenesis of AF and the therapeutic effect of vericiguat. This discovery is also consistent with the important role of this pathway in the pathogenesis of AF [18,19].

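The KEGG gene sets were not used here. In their place, lists of 91 genes of TGF-β signaling, 89 of oxidative phosphorylation, 29 of the citrate cycle, 79 cytosolic ribosomal proteins and 94 genes of Wnt signaling were written before the data were examined. Because most genes are listed by LOC number, the table covered only 17 genes (18.7%) of the TGF-β list by symbol, and 12 of them passed the FPKM minimum. The list tests therefore describe these 12 genes and not the whole pathway. None of the 12 was among the common DEGs, which make up 1.47% of all tested genes (one-sided Fisher's exact test against all tested genes, p = 1). With a pseudocount of 0.01 the number was 3 (p = 0.129 from the same exact test). Several of the 12, such as TGFB2, TGFBR2 and ROCK1, were below FPKM 1 in every blank and AngII library. With a pseudocount of 1 such a gene cannot reach a log2 fold change of 1 between those groups. The absence of these genes from the common DEGs was thus fixed in advance and is no evidence against enrichment.
None of the 12 genes was called for AngII against blank, where log2 fold changes ran from -0.83 to 0.70, the smallest adjusted p from limma was 0.147, and 3 genes had an unadjusted p below 0.05. All 12 were called higher in the treatment group than in the AngII group, and 11 were called higher than in the blank group, at log2 fold changes of up to 5.21 and 5.48. Their median exceeded that of all tested genes by 0.29 against AngII and by 0.06 against blank. As a set, the list did not stand apart from the other genes by limma's camera test (adjusted p = 0.516 for AngII against blank, adjusted p = 0.386 for treatment against AngII and adjusted p = 0.28 for treatment against blank). Among 10000 random lists of genes with similar mean expression, its median log2 fold change lay at percentiles 36.83, 22.01 and 5.28. The mean was taken over all 9 libraries and follows the treated libraries for most genes. In the comparisons with the treatment group, the random lists were thus partly matched on the rise itself.
TGFB1, the gene of TGF-β1, was listed at 1.27, 0.207 and 1.01 FPKM in the blank libraries, at 0.092, 1.04 and 0 FPKM in the AngII libraries, and at 9.90 ± 1.21 FPKM (SD, n = 3) in the treatment group. Its log2 fold change was -0.44 for AngII against blank (standard error 0.292, adjusted p = 0.582 from limma) and 3.06 for the treatment group against AngII (standard error 0.292, adjusted p = 7.11e-07 from limma), which is 0.29 above the median of all genes. The latter was 0.042 after median-ratio scaling (adjusted p = 0.959 from limma) and 0.050 after quantile normalization (adjusted p = 0.941 from limma). By ratio of mean FPKM, without the pseudocount, TGFB1 rose 26.29 times against AngII. That is less than the median gene, whose log2 ratio was 5.50, so the place of TGFB1 relative to the median depends on the scale. Against blank the log2 fold change of TGFB1 in the treatment group was 2.62, but it was -1.27 after median-ratio scaling and -1.19 after quantile normalization. TGFBR2 was listed at 0 in all blank libraries, at 0, 0 and 0.181 FPKM in the AngII libraries and at 5.79 ± 2.64 FPKM (SD, n = 3) in the treatment group. SMAD2, SMAD3, SMAD7 and TGFBR1 are not listed by symbol.
Of the other lists, oxidative phosphorylation had 5 of its 19 tested genes among the common DEGs (one-sided Fisher's exact test, p = 6.28e-06, Benjamini-Hochberg adjusted over the 5 lists 3.14e-05). Its 19 genes are 21.3% of the list. The 5 genes were ATP5MC1, ATP5MC2, ATP5MC3, ATP5MG and ATP5PO. With median-ratio scaling, with only the compared groups in the fit, with the replicate number as a block, or without the third blank library or the first or the second treated library, none of the list remained among the common DEGs, which themselves numbered 0 to 40 there. The list had 11 and 12 common DEGs with pseudocounts of 0.1 and 0.01, 12 of 18 tested genes with a mean FPKM of at least 5, 10 without the trend and 16 with unadjusted p-values, and from 1 to 7 under the other alternatives. The citrate cycle, ribosomal protein and Wnt lists had 6, 10 and 11 tested genes, and none of these were common DEGs. From the enrichment of the common DEGs in Fig 3C, the paper reasons that the TGF-β1 pathway is closely tied to the pathogenesis of AF and to the effect of vericiguat.

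**Figure D3:**
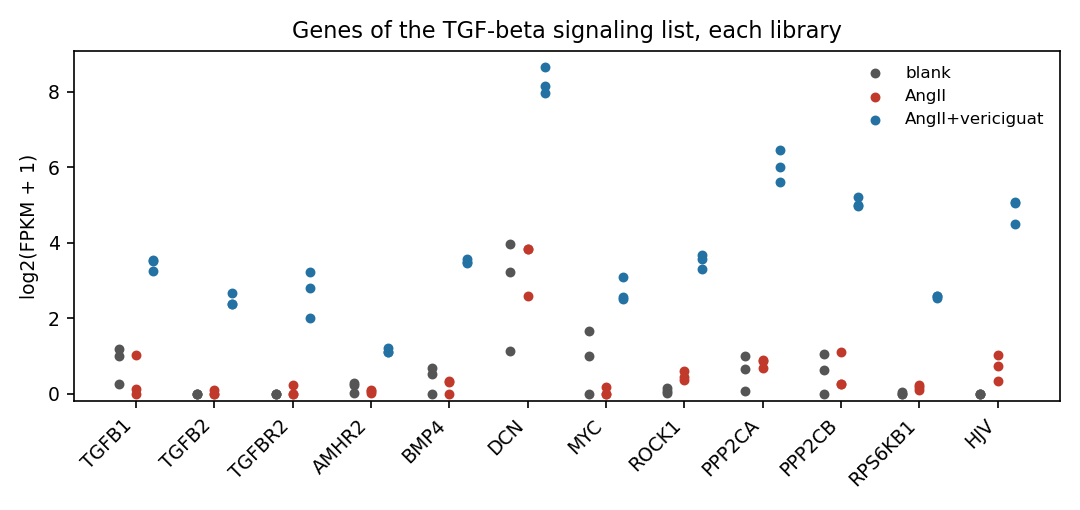
Values of the 12 tested genes of the TGF-β signaling list as log2(FPKM + 1), 1 point per library and 3 libraries per group. The 3 treated libraries lie above the blank and AngII libraries for each gene shown.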

**Fig 3:**
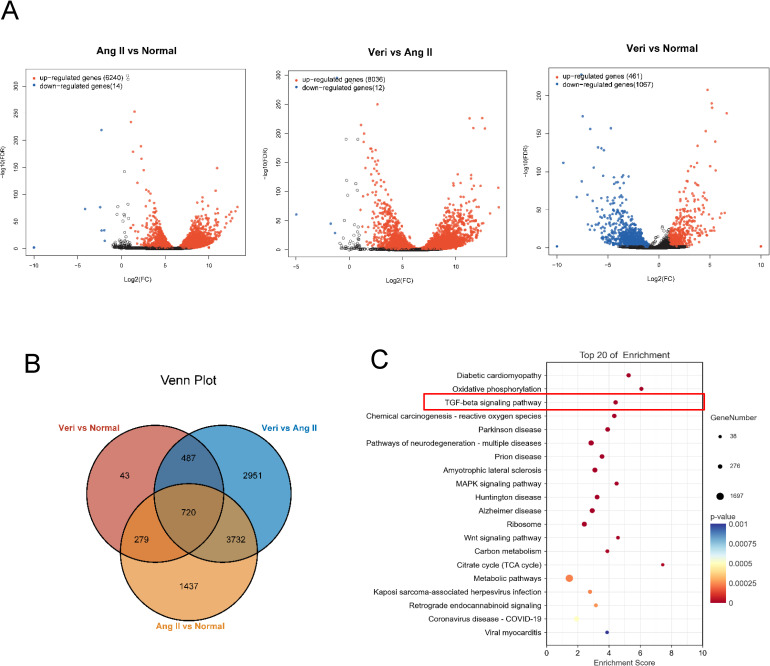
Transcriptome sequencing analyzes differential genes between Ang II group, vericiguat and blank group. (A) Volcano plot of differential gene expression in Ang II vs blank, vericiguat vs Ang II and vericiguat vs blank group. (B) Venn plot for the three sets of common differentially expressed genes. (C) KEGG analysis of enrichment pathways for differentially expressed genes. Veri, vericiguat.

### Vericiguat inhibits TGF β/Smad2/3 pathway through activated PKG

Furthermore, we investigate the mechanism by which vericiguat regulates myocardial fibrosis during AF pathogenesis through the TGF-β1/smad2/3 pathway. In vitro, fibroblasts were treated with Ang II. Immunofluorescence demonstrated a significant upregulation of TGF-β1 (Fig 4A), while Western blot analysis revealed that, in comparison to the untreated group, vericiguat treatment resulted in a significant decrease in Smad2/3 protein levels (Fig 4B) and corresponding changes in mRNA levels (p < 0.05), as well as a significant improvement in the fibrosis indicators collagen III and collagen I (Fig 5C, p < 0.05). Overall, the therapeutic mechanism of vericiguat may be to inhibit myocardial fibrosis by inhibiting the TGF-β1/Smad2/3 pathway. Moreover, when KT5823 was used to inhibit PKG, the effect of vericiguat was weakened, indicating that vericiguat exerts its anti-fibrotic effect through the TGFβ signaling pathway via cGMP. (Fig 4C and 4D).

**Fig 4:**
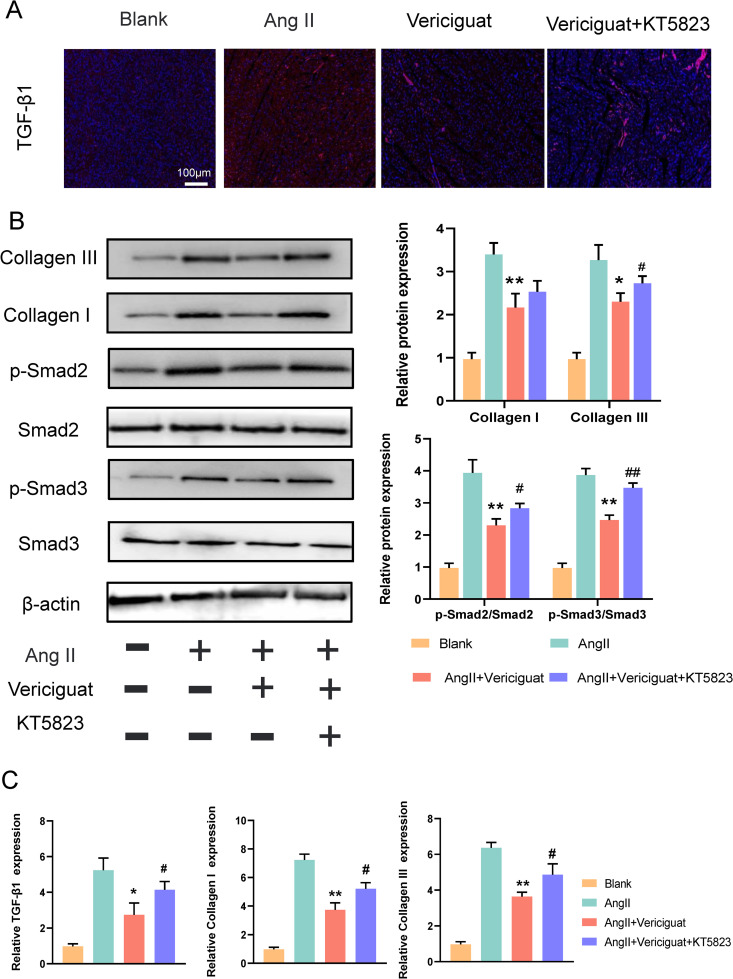
Vericiguat regulates TGF- β1/Smad2/3 pathway through PKG. (A) Representative immunofluorescence staining for TGF-β1 in different treatment groups. (B) Detection of TGFβ1/Smad2/3 pathway and myocardial fibrosis of key proteins expression under different treatments in rat left atrial tissue. (C) qRT-PCR detection of mRNA changes in key genes of the TGF-β1/Smad2/3 pathway and myocardial fibrosis (^*^p < 0.05 versus Ang II group, ^**^p < 0.01 versus Ang II group, ^#^p < 0.05 versus vericiguat group, ^##^p < 0.01 versus vericiguat group).

**Fig 5:**
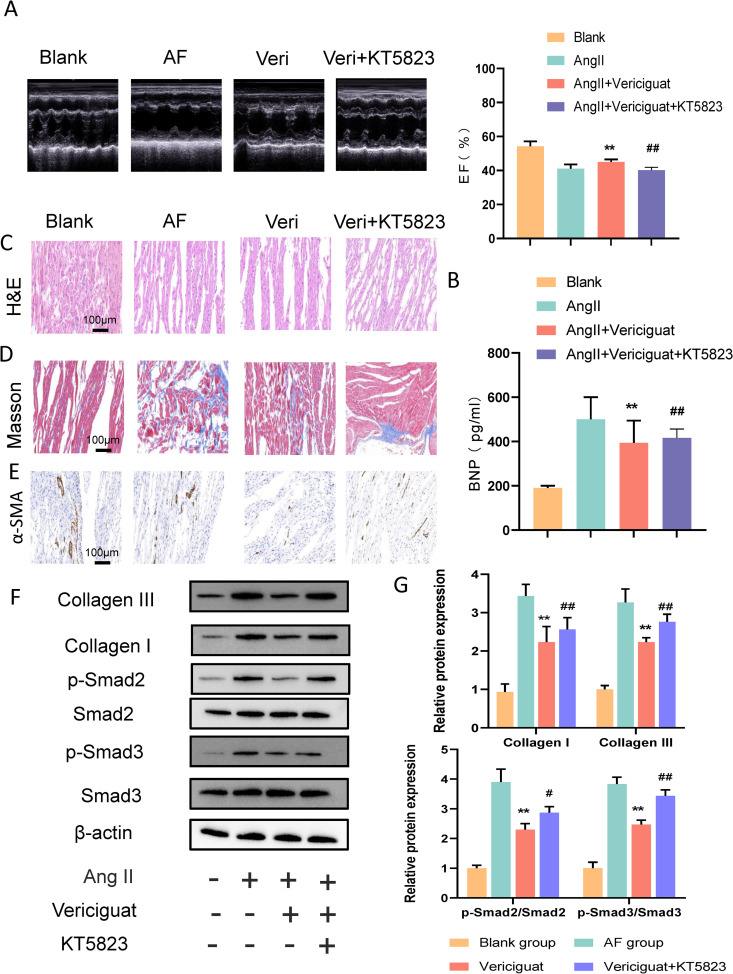
Vericiguat alleviates cardiac fibrosis in rats. (A) Echocardiographic measurements of mice hearts 10 weeks after Vericiguat or KT5823 for AF rats. Quantification of EF measurements in all groups (n = 8). (B)Detection of BNP by ELISA (n = 3). (C) Hematoxylin-eosin staining (n = 3). (D) Masson staining (n = 3). (E) Immunohistochemical detection of α-SMA (n = 3) of rats left ventricles. Scale bars, 100 µm. (F) Detection of myocardial fibrosis of key proteins expression under different treatments in CMs. (G) qRT-PCR detection of mRNA changes in key genes of the myocardial fibrosis Values represent the mean ± SEM. ^**^p < 0.01 vs AF group, ^#^p < 0.05 versus vericiguat group, ^##^p < 0.01 vs vericiguat group.

### Vericiguat alleviates left atrial fibrosis in AF model rats via the PKG pathway

In order to study the effect of vericiguat on AF, a rat AF model was constructed and the therapeutic effect of vericiguat on the rat AF model was evaluated based on the duration of AF and the degree of left atrial fibrosis. The electrocardiogram (ECG) of the AF model rats exhibited the disappearance of the P-wave and the appearance of the F-wave, which is a typical electrocardiogram of AF (S Fig 2A). The blank group did not demonstrate any AF rhythm throughout the entire experimental period (S Fig 2B). This indicates the successful establishment of a rat AF model. One month later, it was observed that the AF group exhibited an increase in BNP, a reduction in ejection fraction, and severe HF. In comparison to the AF group, the BNP and the ejection fraction decreased (Fig 5A and 5B, p < 0.05), The AF group exhibited significant pathological changes, including disordered arrangement of myocardial cells, partial rupture of myocardial fibers, and interstitial fibrosis. In comparison, the myocardial cells in the treatment group with vericiguat exhibited a relatively orderly arrangement, a more complete and distinct structure, a notable reduction in inflammatory cell infiltration, and a significant alleviation of pathological changes (Fig 5C). The Masson staining results demonstrated that the degree of left atrial fibrosis in the AF group was significantly higher than that in the blank group. In contrast, the blue-stained collagen fibers in the myocardial tissue of the vericiguat treated group rats exhibited a significant reduction and were arranged in a neat and orderly manner (Fig 5D). Furthermore, immunofluorescence showed a significant decrease in α-SMA after vericiguat treatment compared with that in the AF group (Fig 5E). As demonstrated by Western blot analysis, vericiguat treatment led to a substantial reduction in Smad2/3 protein levels (Fig 5F) and the associated alterations in mRNA levels (p < 0.05). Additionally, a significant enhancement in fibrosis indicators collagen III and collagen I was observed (Fig 5G, p < 0.05). In summary, the therapeutic mechanism of vericiguat may be to inhibit myocardial fibrosis by regulating the TGF-β1/Smad2/3 pathway. The aforementioned results indicate that following intervention with vericiguat, there was a significant reduction in the degree of left atrial fibrosis. This finding demonstrates the efficacy of vericiguat in not only managing HF but also impeding the progression of myocardial fibrosis. This process depends on PKG.

## Discussion

AF and HF are two major diseases with high morbidity and mortality rates. They often have a complex etiology, with multiple risk factors, including age, hypertension, diabetes and structural heart disease, interacting in a way that is often associated with poor prognosis [21–23]. AF and HF can interact with each other through pathophysiological mechanisms, such as inducing cardiac remodeling [24]. On the one hand, the excessive activation of the neuroendocrine system caused by HF can promote the development and maintenance of AF. On the other hand, AF causes the heart to lose the atrial auxiliary pump function, affecting the heart’s pumping function, resulting in decreased cardiac output and stroke volume compared with sinus rhythm, which worsens cardiac function [22,25,26]. Some patients with AF and HF exhibit poor cardiac function and are unable to tolerate radiofrequency ablation [27]. In addition to basic anti-heart failure drugs, patients require drugs to control ventricular rhythm and anticoagulant drugs, which results in a higher number of drugs being taken and a poorer quality of life. Consequently, we hope to find a drug that can not only treat heart failure, but also control the recurrence of atrial fibrillation.

Vericiguat represents a novel therapeutic option for the treatment of Chronic HF [28]. As an sGC agonist, it can directly stimulate sGC through NO binding site-independent mechanisms, and play a synergistic role with endogenous NO to increase the sensitivity of sGC to NO and enhance the SGC-cyclic guanosine monophosphate signaling pathway. It can concentrate the double repair of NO-sGC- cGMP signaling pathways, promote small arterial vasodilation, accelerate vascular remodeling, reduce myocardial cell damage, thus inhibiting myocardial hypertrophy and ventricular remodeling, and improve the structure of the heart [29–31]. Furthermore, it can inhibit the oxidation of the body, alleviate the inflammatory response of myocardial cells, reduce the inflammatory damage of cells, inhibit cell apoptosis, improve the function of vascular endothelial cells, avoid myocardial thickening and ventricular remodeling, and thus improve cardiac function [32,33]. We demonstrated that NT-proBNP levels were lower and LVEF was higher in the treatment group following vericiguat treatment. These findings are consistent with those of previous studies [15,34]. Furthermore, the incidence of atrial fibrillation was notably diminished following treatment with vericiguat. In light of the findings of previous studies indicating that sGC agonists can mitigate renal and hepatic fibrosis to varying degrees [15], we conducted an investigation to ascertain whether vericiguat treatment could similarly reduce fibrosis indicators. Our findings revealed a notable decline in fibrosis indicators following vericiguat administration, suggesting a potential role for vericiguat in reducing the recurrence of atrial fibrillation by inhibiting myocardial fibrosis.

Myocardial fibrosis is a change in heart tissue that may lead to abnormal cardiac electrical signal transmission, thereby increasing the risk of the occurrence and recurrence of AF [35]. Previous studies have demonstrated that myocardial fibrosis is a significant contributor to AF, with the recurrence of AF being associated with the degree of myocardial fibrosis [36,37]. This is because myocardial fibrosis can alter the structure and function of the heart, making the electrical activity of the heart unstable [38,39]. These findings align with our clinical research results. The TGF-β1/Smad pathway is a critical mediator of myocardial fibrosis [27]. The results of our study indicate that vericiguat exerts an inhibitory effect on myocardial fibrosis by regulating the TGF-β1/Smad pathway. Subsequent investigations demonstrated that vericiguat modulates the TGF-β1/Smad pathway through the action of PKG, which may be attributable to the activation of the cGMP-PKG signaling pathway by stimulating sGC [40]. However, cGMP functions as an upstream regulator in the TGF-β1/Smad signaling pathway [41]. This study is the inaugural demonstration that vericiguat inhibits TGF-β1/Smad signaling through the PKG pathway, thereby reducing myocardial fibrosis and atrial fibrillation recurrence.

However, Ponikowski et al. conducted a specific investigation into the effect of vericiguat on AF, utilizing data from 5,050 patients in the VICTORIA study and conducting a retrospective analysis [42]. Their findings indicated that vericiguat did not affect the occurrence of AF. The following two reasons are taken into consideration: 1. Firstly, the race of the subjects in the study differed. Ponikowski’s study focused on patients from the United States, while our study concentrated on patients from Asia. 2. The sample size of our study was not sufficiently large. However, research has also demonstrated that Vericiguat exerts a positive effect on AF-related structural and electrical remodeling [43]. These findings suggest that Vericiguat may have therapeutic potential in the treatment of AF.

## Conclusion

In conclusion, vericiguat is not only efficacious in treating HF but also inhibits CFs to myofibroblasts, thereby reducing myocardial fibrosis and controlling the recurrence of AF. Nevertheless, it should be noted that this study has certain limitations.Nevertheless, given the limited sample size and the influence of patient ethnicity, future studies will include a larger sample size, data sharing with international teams, and analysis of interactions such as ethnicity and environment.

## Supporting information

S1 Fig Effects of vericiguat on cardiac cGMP/PKG signalling protein levels in rats with AngII-induced cardiomyopathy. (A) Representative images of western blotting. (B) Densitometry analyses of immunoreactive bands. **p < 0.01 versus Blank group, ^##^p < 0.01 versus AngII group).
(PDF)

S2 Fig Electrocardiograms of rats in different groups. (A) the control group. (B) the atrial fibrillation group.
(PDF)

S1 Table Primers used for plasmid construction and qRT-PCR. GAPDH, glyceraldehyde 3‑phosphate dehydrogenase.
(PDF)

# Supplementary material for: Vericiguat reduces atrial fibrillation recurrence by alleviating myocardial fibrosis via the TGF-β1/Smad2/3 pathway
**Source:** PLoS One. 2025 Jul 18;20(7):e0328272. doi: 10.1371/journal.pone.0328272
**Supplement:** S1 Table — GAPDH, glyceraldehyde 3‑phosphate dehydrogenase.

Table 1. Primers used for plasmid construction and qRT-PCR

| Gene           | Primer sequence (5'-3')                                     |
|----------------|-------------------------------------------------------------|
| $\alpha$ -SMA  | F: ATGCAGAAGGAGATCACAGCTTTGG<br>R: GTAGACAGGGAGGCGAGGATGG   |
| collagen I     | F: GACAGGCGAACAAGGTGACAGAG<br>R: CAGGAGAACCAGGAGAACCAGGAG   |
| collagen III   | F: TGAAGGGCAGGGAACAACCTTGATG<br>R: GGATGAAGCAGAGCGAGAAGTAGC |
| fibronectin    | F: AGGCACAAGGTCCGAGAAGAGG<br>R: CATGAGTCATCCGTAGGCTGGTTC    |
| TGF- $\beta$ 1 | F: GGCCAGATCCTGTCCAAGC<br>R: GGCCAGATCCTGTCCAAGC            |
| GAPDH          | F: GGAAAGCTGTGGCGTGATGG<br>R: GTAGGCCATGAGGTCCACCA          |

GAPDH, glyceraldehyde 3-phosphate dehydrogenase.

How the deposited data were processed for this re-analysis (not part of the article)

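RNA-seq of cultured neonatal rat cardiac fibroblasts was analysed, with 3 libraries each from the blank group, the AngII group and the vericiguat + AngII treatment group. Samples were assigned to groups and replicates from their labels, and every column of the table was assigned to a sample. For the dose and time of the treatments, the labels give AngII at 0.1 µM for 72 h after vericiguat at 1.0 µM for 24 h, and the methods of the migration assay give AngII for 24 h and then vericiguat for 24 h.

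The authors removed reads of low quality, with adapter sequence or with many unknown bases, compared the remaining reads with a reference genome, added predicted coding transcripts to the reference and deposited gene expression as FPKM values. The aligner, the counting tool, the genome build and the annotation are not named in the methods text. The gene identifiers were compared with the rat gene table of the GRCr8 assembly, which was used for names only. None of the 20346 LOC numbers, none of the 13 KEF51 entries and 9 of the 2166 other names as written matched it, and 1607 of the other names matched when case was ignored. Gene lists were matched by symbol with case ignored. No coordinates are given, since the build is not known.

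The table holds no counts, so the read depth of each library is unknown and no interval from counting error can be given. The relative depth was estimated from genes with FPKM from 0.1 to below 1, as the most frequent ratio between 2 libraries. The deepest library had 1.68 times the depth of the shallowest, or up to 3.35 times if a library is off by a factor of 2. The search for that ratio was bounded to 0.7 on the log2 scale. A search without the bound, added after the results were seen, had its highest peak at the same ratio, except for the second blank library (a factor of 2 away) and the first treated library. The latter was compared with the first AngII library over 133 genes, with peaks of 14, 14 and 10 genes at log2 ratios of 1.02, 1.606 and 0.024, of which only the last lies within the bound. With the farthest of these peaks the deepest library had 4.783 times the depth of the shallowest, with the highest peak of each other library as well 9.568 times, and over any of the 3 highest peaks of each library at most 14.34 times. FPKM of 0 occurs in the blank and AngII libraries for genes used by every cell, so such values are given as listed at 0, and each library's value is printed.

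Tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with lmFit and eBayes with a mean-variance trend, all 9 libraries in a single fit and no covariate. The 10908 genes with FPKM of at least 1 in at least 3 of the 9 libraries were tested, of the 22512 that are listed. DEGs were called at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p below 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Common DEGs are the genes called in all 3 comparisons. Gene lists were tested among the common DEGs with one-sided Fisher's exact tests against all tested genes, and as sets with limma's camera (inter-gene correlation 0.01, adjusted over the 5 pathway lists). Camera ranks genes by the moderated statistic, so a list can rank low while its log2 fold changes lie above the median. Single genes were also compared with two-sided exact permutation tests, for which 3 libraries against 3 give 0.1 as the smallest p.

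The lists, the thresholds, the alternatives and the rule for the genes named were set before the data were examined. The rule includes the genes measured in the paper by qRT-PCR or Western blot (ACTA2, COL1A1, COL1A2, COL3A1, FN1, TGFB1, SMAD2, SMAD3, PRKG1, PRKG2, GAPDH and ACTB), GUCY1A1, GUCY1B1, TGFBR1, TGFBR2, SMAD7 and CCN2, and in each comparison the 3 called genes with a symbol that rose most and the 3 that fell most among those whose groups did not overlap. Only GRO-A and C1H11orf96 met the last criterion among the genes lower in AngII than in blank. The 11 lists are TGF-β signaling, oxidative phosphorylation, citrate cycle, cytosolic ribosomal proteins, Wnt signaling, hypoxia and stress response, and markers of cardiomyocytes, fibroblasts, endothelial cells, smooth muscle and pericytes, and macrophages. Only 1 gene each of the hypoxia and macrophage lists is listed by symbol, so these were not tested.

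Alternatives were pseudocounts of 0.1 and 0.01, no filter, a mean FPKM of at least 5, rescaling each library to the same sum (TPM), median-ratio scaling, quantile normalization, only the compared groups in the fit, the replicate number as a block, eBayes without trend, unadjusted p-values, no fold-change threshold, each library left out in turn, a smaller background for the lists, and a minimum of FPKM 0.1 for the number of genes per library. The tests were tested on simulated data in which 200 of 10908 genes were changed by 2 on the log2 scale, with the noise of each group in turn. Between 89.5% and 95% of the changed genes were recovered, with 1 or 2 false calls. Every simulated group had the mean levels of the treated libraries, and only the noise came from the group in turn. The shares therefore do not hold for genes near 0 FPKM, as most were in the blank and AngII libraries. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.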

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

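The tests in this part were chosen after the results were seen, and the marker lists they use were written before the data were examined. Markers of cardiac muscle, genes the paper does not discuss, were high in the vericiguat + AngII libraries. MYH7 had a mean of 3586 FPKM there, against 2.603 in the blank group and 28.6 in the AngII group. Of the 15 genes of the cardiomyocyte list, 6 are listed by symbol. MYH6 (346 FPKM), PLN (836), TTN (71.0) and RYR2 (25.6) were also high in the treatment group, and NPPA was not (0.213 FPKM). Nearly every gene was higher in these libraries, with a median log2 ratio of mean FPKM of 6.12 against blank. Beyond that shift, the cardiomyocyte markers were higher by 4.69 (median of 5 genes, from 1.25 to 5.81) and the fibroblast markers lower by a median of -1.19 (4 of 14 genes, from -2.15 to -0.85). The 3 smooth muscle and pericyte markers had a median of -0.04, and VWF, the only endothelial marker with a ratio, 1.32. The endothelial marker KDR has no ratio because it was listed at 0 in all blank libraries. Its mean was 0.112 FPKM in the AngII group and 45.6 ± 5.64 FPKM (SD, n = 3) in the treatment group, so high values were not limited to cardiac muscle markers. Among 10000 random lists matched on mean expression, the cardiomyocyte list lay at the 99.36th percentile for the treatment group against blank and the fibroblast list at the 10.26th. That mean covers all libraries and follows the treated ones for most genes, so the lists were partly matched on the rise itself. By limma's camera, which ranks genes by the moderated statistic, the cardiomyocyte list did not stand apart in the treatment group (camera p-values 0.667 against blank and 0.13 against AngII, with a lower rank in both), while the fibroblast list ranked lower (camera p-values 0.000593 against blank and 0.00011 against AngII). A candidate explanation is RNA of cardiac muscle in these libraries, by way of muscle cells or tissue. The 5 genes with a ratio were high, which it predicts. MYH7, which prompted the explanation, is among them, and the test was chosen after the values were seen. The percentile therefore restates the observation and is no separate test of the explanation. A change of CFs themselves under vericiguat and a sample that is not the labelled culture stay open, since each follows the groups exactly and was not tested.

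The haemoglobin gene HBA, chosen after its values were seen, had a mean of 9188 FPKM in the treatment group, against 238 in the blank group and 167 in the AngII group. Relative to the shift of all genes its ratio to blank was -0.84 on the log2 scale, and that of HBB2 was 0.69, so these genes rose about as much as other genes did. RNA of blood cells, which would come with tissue, was looked at only through these 2 genes, and no biological explanation for them was tested.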

How the results depend on the processing

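The counts of the treatment group against AngII and against blank stayed within 1.5 times under every alternative except 3. Requiring a mean FPKM of at least 5 left 3124 genes to test, of which 3113 and 3110 were called. Median-ratio scaling called 454 and 1043 genes and quantile normalization 378 and 944. These scalings removed the shift shared by all genes. The median log2 fold changes were 0.08, 0.09 and 0.18 after median-ratio scaling and -0.01, -0.04 and -0.04 after quantile normalization for AngII against blank, treatment against AngII and treatment against blank. The share of calls that were higher fell from 99.9% to 56.2% and 64.3% after median-ratio scaling and to 69.8% and 58.1% after quantile normalization. Of the genes called after median-ratio scaling, 442 and 1007 were also called without it, and after quantile normalization 362 and 896.

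For AngII against blank, the count of 169 changed under most alternatives. It was 969 with a pseudocount of 0.1, 1190 with 0.01, 79 without a filter, 342 with a mean FPKM of at least 5, 20 after rescaling to TPM, 915 after median-ratio scaling, 802 after quantile normalization, 0 with only these groups in the fit, and 485 with unadjusted p-values. It was 220 without the trend and 216 without the fold-change threshold. The common DEGs were 950, 1168, 78, 335, 20, 40, 29, 0 and 461 in the order of the first 9 alternatives, and the genes that moved in opposite directions under AngII and under vericiguat were 88, 75, 2, 27, 1, 135, 95, 0 and 62, against 9. Of these, the genes higher in AngII and lower after vericiguat were 2, 0, 0, 0, 0, 96, 50, 0 and 2. The count of 0 with only these groups in the fit stands beside 1663 genes at an unadjusted p below 0.05. Apart from the fewer genes under the filters and the removal of the shared shift by the scalings, the cause was not tested.

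Same-numbered libraries of different groups did not deviate together, with correlations across genes from -0.0616 to 0.0646. Most tested genes were below FPKM 1 in every blank and AngII library, so these correlations cannot decide whether the replicate numbers pair the samples. With the replicate block, 7 genes were called for AngII against blank, 5 were common to all comparisons and 1 moved in opposite directions, while 10869 and 10846 were called in the comparisons with the treatment group.

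When each of the 9 libraries was left out in turn, AngII against blank gave 0 to 309 genes, the common DEGs were 0 to 271 and the genes in opposite directions 0 to 158, while treatment against AngII gave 10852 to 10870 and treatment against blank 10807 to 10870. Without the third blank library no gene was called for AngII against blank, and without the second blank library 309 were, 147 higher and 162 lower. Without the third AngII library the count was 29, and without treated library 1, 2 or 3 it was 2, 2 and 18. The treated libraries enter this comparison only through the shared variance. Of the 11 named genes listed in the table, none was called for AngII against blank, and 0 to 3 were across the fits that each left out 1 library. Without the second blank library the 3 were ACTA2, ACTB and CCN2, all lower in AngII, and without the second AngII library COL1A2 was called higher.

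The tested genes of the TGF-β list did not stand apart by limma's camera under the alternatives that change its input, the lowest unadjusted p-value being 0.0782. These were 12 genes, but 15 without a filter and 4 with a mean FPKM of at least 5. The direction differed from that without the alternative for AngII against blank with a pseudocount of 0.01 and with a mean FPKM of at least 5 (camera p-values 0.933 and 0.894), and for both comparisons with the treatment group without a filter (camera p-values 0.418 and 0.679) and after quantile normalization (camera p-values 0.451 and 0.478). At such p-values the direction carries no information. These p-values rest on variances moderated across genes and not on exact tests. The list had at most 3 common DEGs.

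Of the named genes, 11 were called higher in both comparisons with the treatment group. This fell to 5 and 5 with a mean FPKM of at least 5, which leaves fewer of them tested, and after either median-ratio scaling or quantile normalization to 2 against AngII (ACTA2 and ACTB) and to none against blank, where 2 genes (TGFB1 and CCN2) were called lower instead. For AngII against blank, 3 genes (ACTA2, ACTB and CCN2) were called lower after median-ratio scaling and 4 after quantile normalization, with TGFB1 added. After median-ratio scaling the log2 fold change reversed for COL1A2 (-1.52) and GAPDH (-0.23) in treatment against AngII, for COL1A2 (-0.18), FN1 (-0.63), TGFB1 (-1.27), ACTB (-0.44) and CCN2 (-1.99) in treatment against blank, and for GUCY1A1 (-0.0436) and GUCY1B1 (-0.136) in AngII against blank. After quantile normalization it reversed for COL1A2 (-1.18) and PRKG1 (-0.15) in treatment against AngII, for COL1A2 (-0.24), FN1 (-0.66), TGFB1 (-1.19), PRKG1 (-0.30), ACTB (-0.30) and CCN2 (-1.89) in treatment against blank, and for GUCY1A1 (-0.13) and GUCY1B1 (-0.22) in AngII against blank. In AngII against blank, values near 0 also changed sign for PRKG1 (0.00595) without the first blank library, for GUCY1B1 (-0.0024) without the second blank library, and for GUCY1A1 (-0.0123) and GUCY1B1 (-0.0308) without the first AngII library. The other ends of these ranges were -0.0272 for PRKG1 without the second blank library and 0.102 for GUCY1A1 and 0.0663 for GUCY1B1 without the third AngII library. Apart from the removed shift, the cause was not tested. Over the named genes and the lists, with the changed calls above included, 27 results became weaker and 10 stronger under the alternatives that kept all libraries, and 3 became weaker and 5 stronger when a library was left out. The weaker ones were named genes in the comparisons with the treatment group after either scaling, and the overlap of the oxidative phosphorylation list with the common DEGs. The stronger ones were the calls for AngII against blank given above, and overlaps of the citrate cycle and ribosomal protein lists with the common DEGs.

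The number of genes per library rose to 4672, 6492 and 15140 (group means) at a minimum of FPKM 0.1. The blank and AngII libraries hold few genes above FPKM 1, which limits AngII against blank to a small part of the 10908 tested genes. In simulations with the noise of the blank libraries, 89.5% of genes changed by 2 on the log2 scale were recovered. These simulations used the mean levels of the treated libraries, so they do not give the share recovered for AngII against blank.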

Differences from the paper's values

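For AngII against blank, 169 DEGs were called, against 6254 in the paper. None of the alternatives set before the data were examined closed the gap. The closest was a pseudocount of 0.01, with 1190. By direction, 157 genes were higher and 12 lower, where the paper shows about 6200 higher in Fig 3A, read by eye.

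For the vericiguat + AngII treatment group against blank, 10845 DEGs were called, against 1528 in the paper. Median-ratio scaling gave 1043, which is within 1.5 times of the paper's number, and none of the other alternatives set before the data were examined did. By direction, 10833 genes were higher and 12 lower, where the paper shows about 460 higher and about 1100 lower in Fig 3A, read by eye. Median-ratio scaling (671 higher) and quantile normalization (548 higher) came within 1.5 times of the number of higher genes, and no alternative set before the data were examined came within 1.5 times of the number of lower genes. For the treatment group against AngII, the 10869 DEGs called were within 1.5 times of the 8048 in the paper, while median-ratio scaling (454), quantile normalization (378) and a mean FPKM of at least 5 (3113) were not. No setting came within 1.5 times of the paper in both comparisons with the treatment group.

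160 genes were common to all 3 comparisons, against 720 in the paper. A pseudocount of 0.1 gave 950 and was the only alternative set before the data were examined that came within 1.5 times.

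In the paper's volcano plots the comparison of AngII with blank is almost wholly on the higher side and that of vericiguat with blank mostly on the lower side. In the deposited FPKM values, 99.9% of the DEGs of the treatment group against blank were higher. The paper reports that the common DEGs were enriched in the TGF-β1 pathway. None of the 12 tested genes of the TGF-β list was among the common DEGs, and at most 3 were under any alternative, in a table that lists 18.7% of the list by symbol.

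The paper reports by qRT-PCR that AngII raised and vericiguat lowered α-SMA, fibronectin and collagen I (Fig 2D). In its text, the rise of TGF-β1 is given by immunofluorescence (Fig 4A). The qRT-PCR values of TGF-β1 in Fig 4C were read by eye as higher with AngII and lower with vericiguat. In the FPKM values, the log2 fold changes for AngII against blank were -1.50 for ACTA2, -0.41 for FN1, -0.44 for TGFB1 and 1.03 for COL1A2, none of them called. ACTA2 was called lower in AngII after median-ratio scaling (-2.47), after quantile normalization (-2.43) and without the second blank library (-2.31), and TGFB1 was called lower after quantile normalization (-1.24). The log2 fold changes for the treatment group against AngII were 7.03, 3.38, 3.06 and 2.49 in the same order, all higher. After median-ratio scaling those of FN1 and TGFB1 were 0.073 and 0.042, neither called, and ACTA2 was still called higher (2.80). After median-ratio scaling COL1A2 was lower in the treatment group than in the AngII group (-1.52, adjusted p = 0.168 from limma), and after quantile normalization likewise (-1.18, adjusted p = 0.156 from limma). COL1A2 was called higher in AngII than in blank without the second AngII library (log2 fold change 1.58). The paper's qRT-PCR gives relative quantities, with GAPDH in its primer list, while FPKM uses no reference gene. By ratio of mean FPKM, GAPDH itself was 34.24 times higher in the treatment group than in the AngII group. That was more than TGFB1 (26.29) and COL1A2 (6.158) and less than ACTA2 (453.2) and FN1 (44.7). Treatment times may differ as well, since none are given for the qRT-PCR.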

Other observations

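The tests in this part were chosen after the results were seen, apart from the splits of the samples, the median-ratio scaling and the correlation of shortfalls. For each comparison, the 6 libraries were split into 3 and 3 in the 10 possible ways. Only 1 of the 10 splits, the real one, gave as many DEGs for AngII against blank, for treatment against AngII and for treatment against blank. The other splits gave at most 1 gene. With 10 splits the share cannot fall below 0.1, so these counts alone cannot exclude a chance division of the libraries. For the treatment group, the genes per library argue against it. Genes with FPKM of at least 1 numbered 11280 to 11565 in the treated libraries (SD 144). They numbered 260 to 1542 in the blank libraries (SD 641) and 1155 to 1517 in the AngII libraries (SD 188). The source of the difference is not shown by these values. For AngII against blank, where these ranges overlap, a chance division stays open.

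Nearly all tested genes were higher in the vericiguat + AngII libraries. A difference in sequencing depth does not account for this, since the relative depths of the libraries differed by at most 1.675 times (3.35 times if a library is off by a factor of 2, and 14.34 times, 3.84 on the log2 scale, over the 3 highest peaks of a search without bounds), while the median log2 ratio of mean FPKM was 6.12 against blank and 5.50 against AngII. After median-ratio scaling, which removes a factor common to all genes of a library, 1043 genes were still called for treatment against blank (671 higher, 372 lower), and 915 for AngII against blank. The count expected without any other change is not known, so this count leaves open whether a common factor alone made nearly all genes higher. The share taken by the KEF51 entries is not the whole of the shift that all genes share. The FPKM sum outside these entries was higher in the treatment group by 3.618 on the log2 scale against blank (3.498 to 3.807 over pairs of libraries) and by 3.035 against AngII (2.887 to 3.245), less than the median shifts. A further entry, ADORA1-2, named after its values were seen, held 59.75% to 90.02% of the remaining sum in the blank and AngII libraries and 17.13% to 27.82% in the treated libraries. Outside the KEF51 entries and ADORA1-2, the sum was higher by 5.409 against blank (4.649 to 6.611) and by 4.761 against AngII (4.357 to 5.064). The median shift against blank lies inside the first of these ranges. That against AngII lies above the second, but it was taken over tested genes, most of which passed the FPKM minimum through the treated libraries. For these dominating entries together, and for the part of the shift that the KEF51 share covers, the share and a change in the RNA content of the cells cannot be told apart, because the KEF51 share follows the groups: it was 96.65% or more in each blank and AngII library and at most 52.3% in each treated library. Another possible explanation is that reads of the blank and AngII libraries match the annotated genome only in part. The shortfalls of genes relative to different treated libraries correlated across 915 genes between the blank and AngII groups (r = 0.5195, genes not being independent). Genes that neither group expresses would give the same relation, so this cannot be told apart from a difference between cells. Of those 915 genes with a mean of at least 50 FPKM in the treatment group, 2 were listed at 0 in all 6 other libraries. An effect of vericiguat on the cells stays among the open explanations and was not tested.

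The gene identifiers are not those of the rat. Of the 20346 LOC numbers, 0 are rat gene IDs, which is what an annotation of another species predicts. 147 names start with ORYCUN, a prefix no rat symbol has, and names built from a chromosome number reach chromosome 21, while the rat table ends at 20. ORYCUN is an abbreviation of the rabbit's species name, which is consistent with a rabbit annotation. Which species the RNA came from was not tested, since reads were not analysed here. The KEF51 entries were not among the rat locus tags either, and what they encode is not given in the table.

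The third blank library lay between the other blank libraries for 98.4% of the 309 genes above FPKM 5 in any of them, where 33.33% is expected by chance. For the other libraries within their groups the share was 0.647% to 45.03%. At a minimum of FPKM 1 or 20, both chosen after seeing the data, it was 96.4% and 99.0% for the third blank library. Combining the reads of the other blank libraries would give no new genes, but 324 genes were above 0 only in the third. RNA of the other blank cultures mixed at shares of 46% and 54% predicts the 83 genes above FPKM 20 outside the KEF51 entries with a median deviation of 0.0696 on the log2 scale. The 13 KEF51 entries, of which 12 lay between, gave a median share of 0.6208 for the first library, against 0.4655 for the 296 other genes above FPKM 5. A single mix needs 1 share for all, but the shares of single KEF51 entries ran from -0.643 to 0.9183, so the medians do not decide it. It predicts that the ratio of the third to the first library rises by a factor of 1.24 from the lowest to the highest of 4 equal groups of genes ordered by the ratio of the second to the first, and 1.223 was observed. A single scale factor was not excluded. Blank library 1 exceeded blank library 2 for 81 of the 83 genes. Of 1000 simulations with a single factor and the noise of the treated libraries, 16.3% reached the observed 1.223. After a single factor, the median log2 deviation was 0.1897 to 0.2398 between treated libraries. It was 0.1022 between blank libraries 1 and 3, and 0.6037 and 0.513 for the pairs with blank library 2. The simulated noise was thus not that of the blank libraries, so the 16.3% cannot decide whether a single factor suffices. A mixed sample and cultures that differ along a single scale cannot be told apart here. All DEGs of AngII against blank were lost without blank library 3.

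The 155 genes called higher in AngII than in blank and also called for treatment against AngII were all higher still in the treatment group. Carry-over of the treated libraries into the AngII libraries would add the same share of the treated level to every marker. The excess over blank, as a percent of the level in the treatment group, ran from 0.151% (TTN) to 3.30% (PLN) in the first AngII library, from 0.301% (PLN) to 13.0% (MYH6) in the second and from 0.182% (TTN) to 2.49% (PLN) in the third. The highest was at least 13.65 times the lowest in each library, while the treated libraries differed by at most 2.12 times for these markers, which argues against carry-over at a single share. The cardiomyocyte list lay at the 97.32nd percentile of random lists for AngII against blank and the oxidative phosphorylation list at the 99.87th (adjusted p = 2.14e-12 from limma's camera). An effect of AngII on the cells stays open and was not tested.

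Possible exchanges of labels in the volcano plots in Fig 3A were compared with the table. If the names of the AngII and vericiguat + AngII groups were exchanged between the figure and the table, the table would show most genes lower in the treatment group than in the AngII group. It shows 10858 higher. If the titles of the panels for AngII against blank and vericiguat against blank were exchanged, the table would show a one-sided rise in treatment against blank, and 10833 genes were higher. The same exchange would need mostly lower genes in AngII against blank, where 157 were higher and 12 lower. That split was 563 and 352 after median-ratio scaling and 147 and 162 without the second blank library, so the table cannot settle whether the panels were exchanged.

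The remaining genes of the rule belong to no sentence on the sequencing. GAPDH and ACTB, the usual references for qRT-PCR and Western blots, had log2 fold changes of 5.12 and 6.87 for treatment against AngII. PRKG1, a gene of the kinase PKG, was listed at 0.047, 0 and 0.011 FPKM in the blank libraries, at 0.013, 0 and 0.016 in the AngII libraries and at 1.77 ± 0.271 (SD, n = 3) in the treatment group. GUCY1A1 and GUCY1B1, the subunits of soluble guanylate cyclase, were at 11.9 ± 1.62 and 12.8 ± 2.05 FPKM (SD, n = 3) in the treatment group and below 0.24 FPKM in every other library. CCN2 was at 4.10 ± 3.72 FPKM in the blank group, 0.597 ± 0.086 in the AngII group and 29.4 ± 8.37 in the treatment group (SD, n = 3 each). COL1A1, COL3A1 and PRKG2 are not listed by symbol.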
